# A Novel BRD Family PROTAC Inhibitor dBET1 Exerts Great Anti-Cancer Effects by Targeting c-MYC in Acute Myeloid Leukemia Cells

**DOI:** 10.3389/pore.2022.1610447

**Published:** 2022-06-27

**Authors:** Kunlong Zhang, Li Gao, Jianwei Wang, Xinran Chu, Zimu Zhang, Yongping Zhang, Fang Fang, Yanfang Tao, Xiaolu Li, Yuanyuan Tian, Zhiheng Li, Xu Sang, Li Ma, Lihui Lu, Yanling Chen, Juanjuan Yu, Ran Zhuo, Shuiyan Wu, Jian Pan, Shaoyan Hu

**Keywords:** acute myeloid leukemia, C-MYC, BRD4, dBET1, PROTAC

## Abstract

Acute myeloid leukemia (AML) represents an aggressive hematopoietic malignancy with a prognosis inferior to that of other leukemias. Recent targeted therapies offer new opportunities to achieve better treatment outcomes. However, due to the complex heterogeneity of AML, its prognosis remains dismal. In this study, we first identified the correlation between high expression of BRD4 and overall survival of patients with AML. Targeted degradation of BRD2, BRD3, and BRD4 proteins by dBET1, a proteolysis-targeting chimera (PROTAC) against the bromodomain and extra-terminal domain (BET) family members, showed cytotoxic effects on Kasumi (AML1-ETO), NB4 (PML-RARa), THP-1 (MLL-AF9), and MV4-11 (MLL-AF4) AML cell lines representing different molecular subtypes of AML. Furthermore, we determined that dBET1 treatment arrested cell cycling and enhanced apoptosis and c-MYC was identified as the downstream target. Collectively, our results indicated that dBET1 had broad anti-cancer effects on AML cell lines with different molecular lesions and provided more benefits to patients with AML.

## Introduction

Acute myeloid leukemia (AML) is an aggressive hematopoietic cancer characterized by blocked differentiation of myeloid lineage [1-3]. Due to risk stratification-directed therapy, treatment outcomes with a 5-year survival rates of 40%–45% in younger patients (<60 years) and 10%–15% in older patients (>60 years) have improved in the past decades[1, 2]. However, except for acute promyelocytic leukemia (APL) and core-binding factor (CBF) AML, prognosis remains dismal with conventional chemotherapy (3 + 7 regimen: 3 days of daunorubicin + 7 days of cytarabine), which might have reached the limit for treating AML [4-7]. Therefore, novel therapies are urgently needed to achieve better treatment outcomes for patients with AML, especially those who are older.

AML is highly genetically heterogenous. Cytogenetic analysis revealed major mutations, including chromatin translocation, deletions, insertions, and inversions, among others, in approximately 55% of AML cases. Based on cytogenetic analyses, patients with AML were classified into the favorable, intermediate, and unfavorable groups. More recently, progress in genetics of AML has discovered several recurrent mutations in the remaining 45% of patients with AML, with being prognostic factors (i.e., *NPM1*, *FLT3*, *IDH1*/*2*, *KIT*, *BCL-2*, *TP53*, and *MDM2*) [8-13]. Moreover, specific inhibitors have been developed to target these mutations. For instance, several FLT3 inhibitors (e.g., Midostaurin, Gilteritinib, and Quizartinib) have been approved or been in clinical trials as single-agent therapy or being components of combination therapy [14, 15]. These targeted therapies have led to improved overall survival (OS) of patients with AML with certain genetic mutations. However, drug-resistance and off-target effects emerged as one of the challenges in using these small-molecular inhibitors. Furthermore, the genetic complexity of AML has imposed challenges to translate these molecular lesions into effective targeted therapies to provide more benefits to patients with AML. More targets with therapeutic potential must be discovered.

The BET family members (e.g., BRD2, BRD3, BRD4, and BRDT) are epigenetic readers that recognize acetylated proteins, including histone and nonhistone proteins (e.g., transcription factors) [16-18]. The versatile functions of the BET family have been implicated in RNA translation, epigenetic modifications and transcriptional regulation among many other roles in cell proliferation, apoptosis, and immune response [19, 20]. In human cancers, BET family members have been proven to be essential for the survival of several types of tumor cells [21-24]. Especially in AML, RNA interference screening suggested BRD4 as a vulnerability in AML. Moreover, inhibition of BRD4 by JQ1, a small-molecular inhibitor of BRD4, showed robust antileukemic activity potentially by suppression of MYC both *in vitro* and *in vivo* [23]. Furthermore, subsequent preclinical studies proved the therapeutic potential of BET inhibitors in different cancers [19, 23, 25].

Recently, a new technology, proteolysis-targeting chimera (PROTAC), has been developed, consisting of a ligand for a protein of interest, a linker, and an adaptor to recruit an E3 ubiquitin ligase. A PROTAC would bring its target protein in close proximity to a E3 ligase, and initiate polyubiquitination and subsequent proteasome-mediated degradation [26]. There are several challenges toward the application of traditional small-molecular inhibitors, including drug selectivity, therapy resistance, and unavailability of undruggable proteins. However, PROTACs would overcome these challenges [27]. dBET1, a PROTAC, generated based on JQ1, has been developed to target BRD2, BRD3 and BRD4, and its efficacy has been evaluated in the AML cell line, MV4-11 [28]. AML is a genetically complex disease, composed of different molecular subtypes [29], however, the cytotoxic effects of dBET1 on other subtypes remain poorly understood.

In this study, we explored the cytotoxic effects of dBET1 on several AML cell lines (i.e., NB4, Kasumi, THP-1, and MV4-11), representing different molecular subtypes (i.e., PML-RARa, AML1-ETO, MLL-AF4, and MLL-AF9, respectively) of AML. Moreover, we identified the inhibition of cell cycling and enhancing apoptosis as being the downstream effector of the degradation of BRD2, BRD3, and BRD4 by dBET1. Our results shed new light on the molecular mechanism of dBET1’s cytotoxicity and expanded the therapeutic potential of dBET1 to more molecular subtypes of AML.

## Materials and Methods

### Cell Culture

NB4, MV4-11, Kasumi, and THP-1 cells were purchased from National Collection of Authenticated Cell Cultures and were grown in culture in RPMI 1640 medium (GIBCO, Life Technologies) supplemented with 10% heat-inactivated FBS, 2 mM L-glutamine, 100 units/ml penicillin G sodium, and 100 μg/ml streptomycin sulfate at 37°C in 5% CO_2_.

### Public Data

Public expressions data of BRD4 in 1389 cell lines was downloaded from DepMap (https://depmap.org/portal/) and shown as a box plot by different tissue/organ. Survival curves of adult patients with AML from TCGA with high/low expression of BRD4/c-MYC were generated from GEPIA2 (http://gepia2.cancer-pku.cn/#index).

### Cell Viability Assay

AML cell lines were plated at a density of 2 × 10^4^ cells per well in 96-well plate and treated with variable concentrations of dBET1(cat. HY-101838; MedChemExpress). After 48 h of treatment, cell viability was tested with Cell Counting Kit-8 (CCK8) kit (Dojindo Molecular Technologies). Absorbance at 450 nm was applied to estimate the cell viability, which was normalized to DMSO control. Cell viability assay was performed in triplicate, and each assay was repeated at least three times. The half-maximal inhibitory concentration (IC_50_) of dBET1 was calculated using Graph Prism version 8 (GraphPad Software, Inc., San Diego, CA, United States).

### Colony Formation Assay

NB4, MV4-11, Kasumi, and THP-1 cells were seeded with the same density (4 × 10^3^ cells per well) in six-well plate of soft agar supplemented with variable concentrations of dBET1. After 10 days, cells were first fixed with 100% methanol for 15 min, followed by Giemsa staining for 1 h. Images were acquired using an optical microscope, and the number of colonies were manually counted.

### Lentiviral Infection

Short hairpin RNA (shRNA) targeting CRBN (the sequences: CCG​GGC​CCA​CGA​ATA​GTT​GTC​ATT​TCT​CGA​GAA​ATG​ACA​ACT​ATT​CG) was cloned into pLKO.1 plasmid [30], and cDNA sequence of CRBN tagged with V5 was cloned into pLX304 plasmid [31] (a gift from Dr. X. Liang at the Cancer Science Institute of Singapore). pMD2.G and psPAX2 were used for packaging lentivirus in 293T cells. Twenty hours after incubation with virus supernatant, cells were subjected to puromycin (Cat.#ST551, Beyotime, China) selection (10 μg/ml).

### RNA-Seq and Data Analysis

Total RNA was extracted using the RNeasy Mini kit (cat. 74104; Qiagen, Germany). Library preparation, transcriptome sequencing (Illumina NovaSeq 6000) and clean data filtering were carried out by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). The 150 bp paired-end reads were aligned to hg38 (Ensembl) genome using HISAT2 software (version 2.2.0). Transcriptome assembly and abundance analysis were performed with StringTie software (version 2.1.2). Differentially expressed genes were identified by R/Bioconductor package DESeq2 with adjusted *p* value <0.05 and absolute log2 (fold change) > 1. Gene Ontology (GO) and gene set enrichment analysis (GSEA) with Hallmarks gene sets (version 7.1) were conducted using R/Bioconductor package cluster Profiler [32]. Heatmaps of genes were generated by R/Bioconductor package pheatmap. RNA-seq data supporting the results of current study have been deposited in GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196693). The data can be accessible with a token upon request.

### Cell Cycle Analysis

NB4, MV4-11, Kasumi, and THP-1 cells were treated with dBET1 for 24 h and were then fixed with 70% ethanol and incubated at 4°C for overnight, followed by washing with cold 1× phosphate-buffered saline (PBS) buffer. Fixed cells were then incubated with 1.5 μM propidium iodide (PI) (Sigma-Aldrich, St. Louis, MO, United States) solution supplemented with RNase A (25 μg/ml) at room temperature for 1 h. Cell cycle distribution was determined using flow cytometry and analyzed using MultiCycle AV DNA analysis software (Verity Software House, Topsham, ME, United States).

### Cell Apoptosis Assay

Cell apoptosis was analyzed as previously described [33]. Briefly, NB4, MV4-11, Kasumi, and THP-1 cells were treated with dBET1 at indicated concentrations. After 24 h incubation, cells were harvested and washed with cold 1 × PBS buffer. Cells were then suspended in the 1× binding buffer and stained with FITC-Annexin V antibody and PI solution according to the manual of the FITC-Annexin V apoptosis kit (cat. 556420; BD Biosciences, Franklin Lakes, NJ, United States). Cell apoptosis was analyzed by Beckman Gallios™ Flow Cytometer (Beckman, Krefeld, Germany).

### Quantitative Real-Time Polymerase Chain Reaction

Total RNA was purified using the RNeasy Mini Kit (cat. 74104; Qiagen, Germany). First-strand cDNA was generated using a mix of 2 μg of total RNA, 500 ng of random primers (Promega, United States), 200U of M-MLV reverse transcriptase (Promega, United States), and 20U of RNase inhibitor (Thermo Fisher Scientific, MA, United States) in a total volume of 20 μl. qRT-PCR was performed using LightCycler® 480 SYBR Green I Master mix (cat. 04707516001; Roche, Penzberg, Germany) on a Light cycler 480 Real-Time System (Roche, Penzberg, Germany) according to the standard protocol. Quantitative mRNA expression of MYC (forward: ATG​GCC​CAT​TAC​AAA​GCC​G, reverse: TTT​CTG​GAG​TAG​CAG​CTC​CTA​A) was calculated using the Ct method using glyceraldehyde 3-phosphate dehydrogenase (GAPDH) expression (forward: TGC​ACC​ACC​AAC​TGC​TTA​G, reverse: GAT​GCA​GGG​ATG​ATG​TTC) as an internal reference.

### Western Blotting

Cells were lysed using RIPA buffer containing protease and phosphatase inhibitor cocktail (Roche, Penzberg, Germany) for 30 min on ice. The supernatant was collected by centrifugation as total protein and the concentration of total protein was quantified using the Pierce BCA Kit (Thermo Fisher Scientific). Blotting was performed as previously described [33]. Primary antibodies against the following proteins were used: BRD2(cat:5848s, 1:1,000, Cell Signaling Technology), BRD3(cat: 11859-1-AP, 1:1,000, Proteintech), BRD4 (cat: 13440s, 1:1,000, Cell Signaling Technology), CRBN (cat: HPA045910, Sigma-Aldrich), c-MYC (cat: 9402, 1:1,000, Cell Signaling Technology), PARP (Cat: 9542, 1:1,000, Cell Signaling Technology). GAPDH (1:2,000; MA3374, Millipore) was used as an internal control. The horseradish peroxidase (HRP)-conjugated secondary antibodies: Peroxidase AffiniPure Goat Anti-Mouse IgG(H+L) (cat: 115-035-003) and Goat Anti-Rabbit IgG(H+L) (cat: 111-035-003) were purchased from Jackson ImmunoResearch Laboratories, INC. The bands were visualized using an enhanced chemiluminescent (ECL) detection kit (Pierce, Rockford, IL, United States) using LAS 4010 (GE Healthcare Life Sciences, Little Chalfont, United Kingdom). Various concentrations (0, 0.5, 1.0 μM) of (R)-MG132 (cat.M8699, Sigma-Aldrich, Germany) was used to inhibit proteasome activity in order to show the proteasome-mediated degradation of BRD4, BRD2, and BRD3 by dBET1. For quantified results shown in Figure 1, densities of protein bands of BRD4 in each cell line were quantified by ImageJ and normalized to the densities of GAPDH bands. Quantified densities of BRD4 were then normalized to that of Kasumi cells and used to represent the relative expression of BRD4.

**FIGURE 1:**
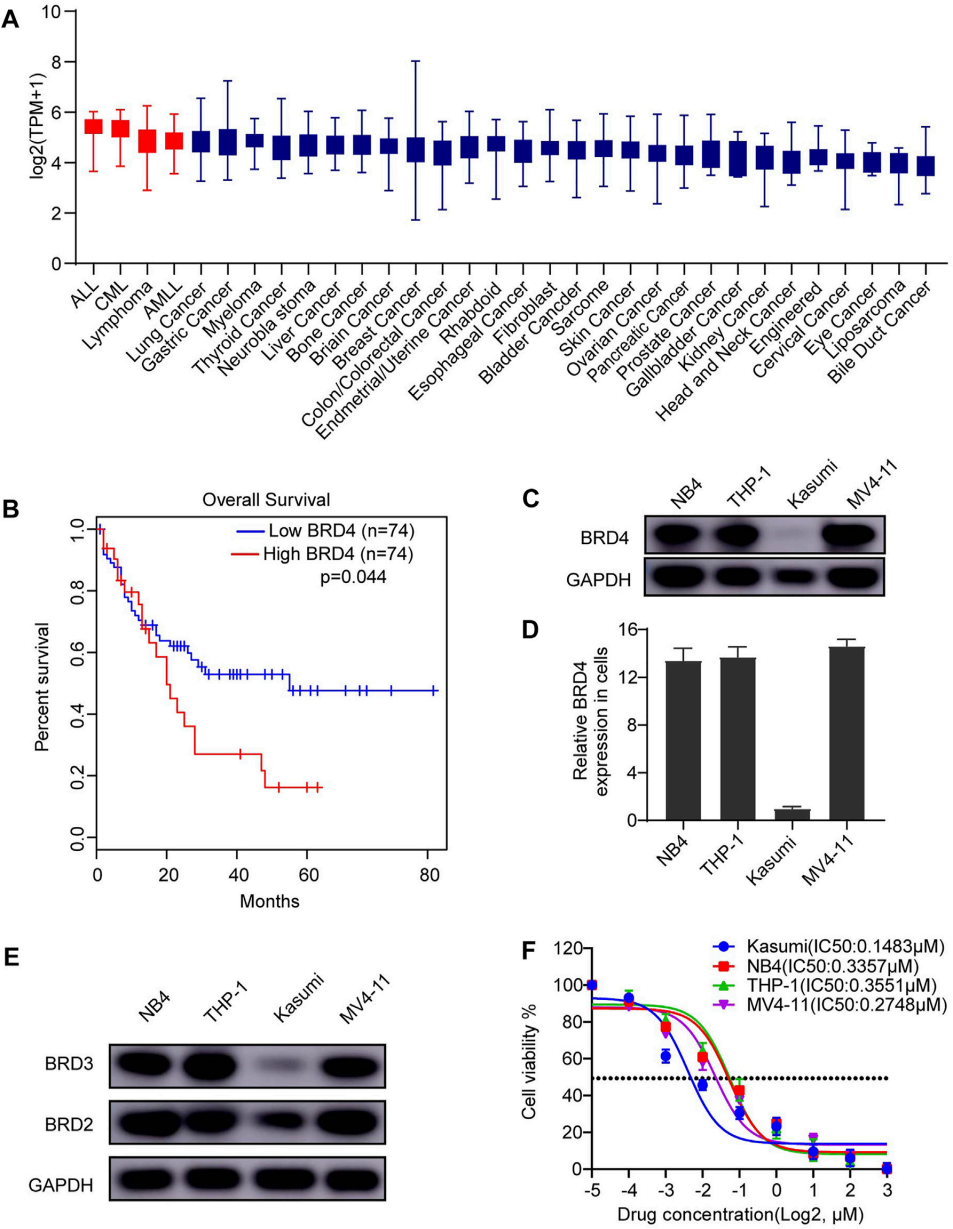
BRD4 is a promising therapeutic target for AML. **(A)** The expression of BRD4 was characterized in different cancer cell lines. High expression of BRD4 was observed in AML cell lines. **(B)** In a cohort of adult patient with AML (*n* = 148), patients with high expression of BRD4 was significantly associated with poorer overall survival (OS) (*p* = 0.044). **(C)** Expression of BRD4 was evaluated in four AML cell lines: NB4 (PML-RARa), Kasumi (AML1-ETO), THP-1 (MLL-AF9), and MV4-11 (MLL-AF4), cells, BRD4 was positively expressed in all cell lines observed using Western blot. **(D)** GAPDH served as an internal control. Densities of protein bands of BRD4 in each cell line were quantified by ImageJ and normalized to the densities of GAPDH bands. **(E)** Expressions of BRD2 and BRD3 were evaluated in the same four AML cell lines: NB4 (PML-RARa), Kasumi (AML1-ETO), THP-1 (MLL-AF9), and MV4-11 (MLL-AF4), cells, BRD2 and BRD3 were also positively expressed in all cell lines observed using Western blot. **(F)** The cytotoxic effects of dBET1 were determined using CCK-8 assay. The IC_50_ was estimated for each cell line.

### Statistics Analysis

All experiments were performed in triplicates and independently repeated at least three times. Statistical analyses were performed using GraphPad Prism (version 8) (GraphPad Software, Inc., San Diego, CA, United States). *p* values were estimated by two-tail *t* test and <0.05 was regarded as statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Error bar was indicated by Means ± Standard Deviation (SD).

## Results

### High Expression of BRD4 Was Associated With Poor Prognosis in Acute Myeloid Leukemia

Recently, our lab [34] reported that high expression of BRD4 in T-ALL cell lines in the Cancer Cell Line Encyclopedia database was associated with poor prognosis of patients with T-ALL in The Cancer Genome Atlas (TCGA) database. Of note, BRD4 was also highly expressed in AML, T-ALL, B-ALL, and B cell lymphoma compared with that in other cancer cell lines (Figure 1A). Taken together, these results signify strong dependence of these cancer cell lines on high expression of BRD4, indicating the potential therapeutic effect of BET family inhibition. Moreover, we explored BRD4 expression in a cohort of 148 adult patients with AML from TCGA database. Patients with AML with high expression of BRD4 have a significantly lower overall survival (OS) rate than those with low expression of BRD4 (*p* = 0.044) (Figure 1B).

### Anti-Cancer Effect of BET Family Inhibition on Acute Myeloid Leukemia Cell Lines

Given its expression in AML cell lines, we hypothesize that survival of AML cell lines might rely on the expression of BRD4 and inhibiting BRD4 might be toxic to AML cell lines. To this end, we first confirmed the expression of BRD4 in four AML cell lines (i.e., NB4, Kasumi, THP-1, and MV4-11) using Western blotting (Figure 1C). BRD4 was expressed in all four cell lines, and its quantified expression is shown in Figure 1D. In addition, the expressions of BRD3 and BRD2 were also confirmed in the same four cell lines (Figure 1E). Then, we performed CCK-8 assay using dBET1, a PROTAC inhibitor targeting BET family to test the cytotoxic effects of inhibiting BET family. Potent cytotoxicity was observed in all four AML cell lines (Kasumi IC_50_: 0.1483 μM, NB4 IC_50_: 0.3357 μM, THP-1 IC_50_: 0.3551 μM, and MV4-11 IC50: 0.2748 μM) (Figure 1F).

### Efficient Targeted-Degradation of the BRD Family by dBET1

To prove that dBET1-mediated degradation of the BRD family (i.e., BRD2, BRD3, and BRD4) has cytotoxic effects on AML cell lines, we determined the protein levels of the BRD family in four AML cell lines treated with increasing concentrations of dBET1. Efficient degradation of the BRD family in a dose-dependent manner was observed in all four cell lines, with the most efficiency observed in Kasumi cells, followed by MV4-11, NB4, and THP-1, which conforms to the IC_50_ values of dBET1 in these four cell lines: Kasumi (0.1483 μM), followed by MV4-11 (0.2748 μM), NB4 (0.3357 μM), and THP-1 (0.3551 μM) (Figure 2A). Besides, concomitant increasing cleavage of PARP was observed in a dose-dependent manner (Figure 2A, bottom panel). Since cereblon (CRBN) acts as an adaptor between BRD family proteins and dBET1, CRBN depletion would compromise the cytotoxic effects of dBET1. To test this hypothesis, we knocked down CRBN using shRNA (Figure 2B, left panel) in NB4 and MV4-11 cells, followed by CCK-8 assay (Figure 2B, right panel). Compared with the scramble control, AML cell lines with knocked down CRBN were significantly more resistant to dBET1; conversely, restoring CRBN expression by CRBN overexpression in AML cell lines with downregulated CRBN reversed the resistance of AML cell lines to dBET1 (Figure 2B, lower panel). Furthermore, to confirm that BRD family proteins are degraded through proteasome-mediated protein degradation, dBET1 treated AML cell lines were maintained with or without the proteasome inhibitor, (R)-MG132. (R)-MG132 sufficiently repressed the degradation of BRD family proteins in a dose-dependent manner (Figure 2C).

**FIGURE 2:**
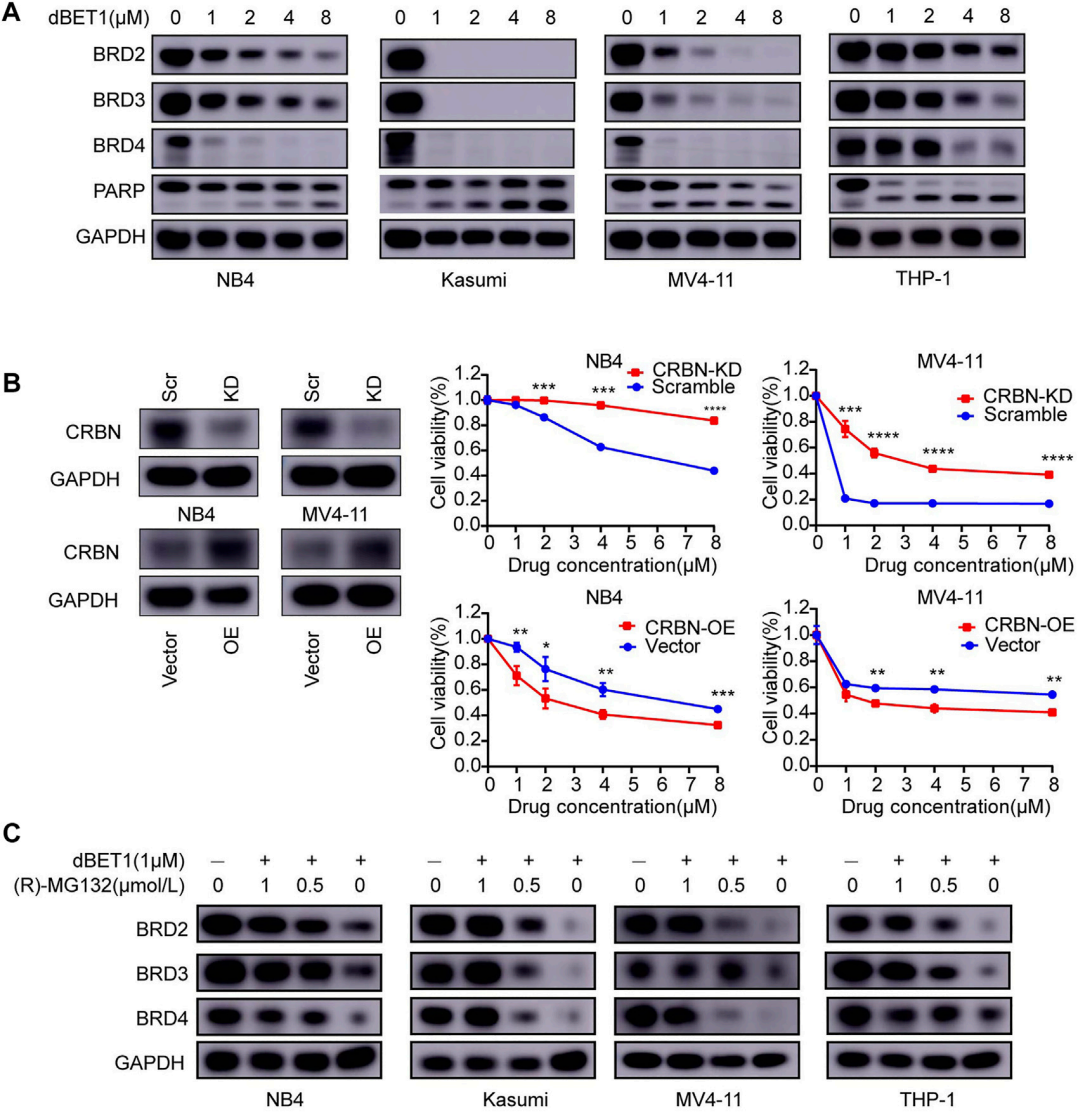
BRD2, BRD3, and BRD4 are specific targets of dBET1 in a CRBN-dependent manner. **(A)** After treatment with dBET1, the expression of BRD2, BRD3, and BRD4 was determined using Western blotting in NB4, Kasumi, MV4-11, and THP-1 cells. Compared with that in the control, the expression of BRD2, BRD3, and BRD4 was decreased in a dose-dependent manner. **(B)** Since dBET1 is a CRBN-based BET degrader, we knocked down CRBN using shRNA and found that downregulation of CRBN significantly increased the resistance of NB4 and MV4-11 cells to dBET1 (top panel). In contrast, overexpression of CRBN increased the sensitivity ofNB4 and MV4-11 cells to dBET1 (bottom panel). **(C)** Since dBET1-mediated degradation of BRD2, BRD3, and BRD4 was through a ubiquitin–proteasome system, we used the proteasome inhibitor, (R)-MG132, which inhibited the degradation of BRD2, BRD3, and BRD4 in a dose-dependent manner. KD: knock down, OE: overexpression, scr: scramble.

### dBET1 Inhibited Cell Proliferation of Acute Myeloid Leukemia Cell Lines

To characterize the effects of dBET1 on cell proliferation, we conducted soft agar colony formation assay with incremental dosages of dBET1. The numbers of colonies significantly decreased after treatment with dBET1 in a dosage-dependent manner in the four AML cell lines (i.e., NB4, Kasumi, THP-1, and MV4-11) (Figure 3A, left panel). The quantified results were shown in the right panel of Figure 3A. Furthermore, cell proliferation was significantly compromised when treated with dBET1 (1 μM) in these four AML cell lines, compared with those treated with DMSO (Figure 3B). These results indicated that dBET1 significantly inhibited cell proliferation of AML cell lines.

**FIGURE 3:**
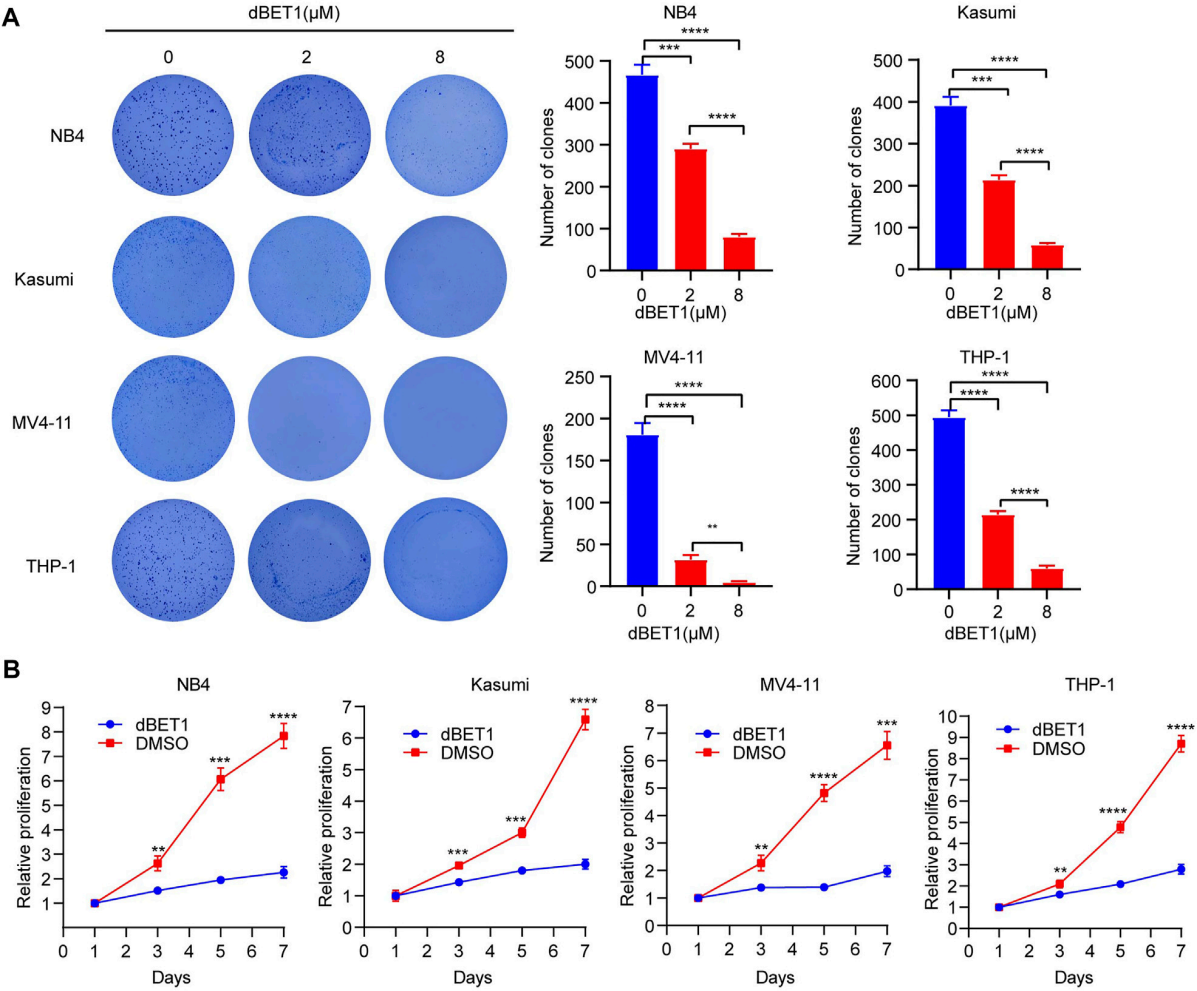
dBET1 inhibited cell proliferation. **(A)** Colony formation assay was performed to characterize the effects of dBET1 on colony formation ability. In the left panel, significantly less colonies were formed in a dose-dependent manner. The quantified results are shown in the right panel. **(B)** Proliferation assay was performed to assess the effects of dBET1 on cell proliferation. Compared with control, dBET1 treatment significantly decreased cell proliferation of NB4, Kasumi, MV4-11, and THP-1 cells.

### dBET1 Inhibited the Cell Cycle and Enhanced Apoptosis of Acute Myeloid Leukemia Cell Lines

To further define the effects of dBET1 on cell proliferation, we first assessed cell cycle distribution after dBET1 treatment. Treatment with dBET1 significantly decreased the percentage of cells in the S phase compared with that treated with DMSO control in a dosage-dependent manner. In contrast, the percentage of cells in the GO/G1 phase significantly increased after dBET1 treatment. Collectively, these results showed that inhibiting BET family by dBET1 arrested the cell cycle of the four AML cell lines tested. Moreover, we performed flow cytometry using Annexin V and PI to detect apoptosis at 24 h after dBET1 treatment (1 μM and 8 μM) in the four AML cell lines. Treatment with dBET1 induced more apoptotic cells in a dosage-dependent manner (Figure 4B, left panel). The quantified percentages of apoptotic cells are shown in the right panel of Figure 4B. Collectively, these results suggested that dBET1 led to arrested the cell cycle and enhanced apoptosis in AML cell lines.

**FIGURE 4:**
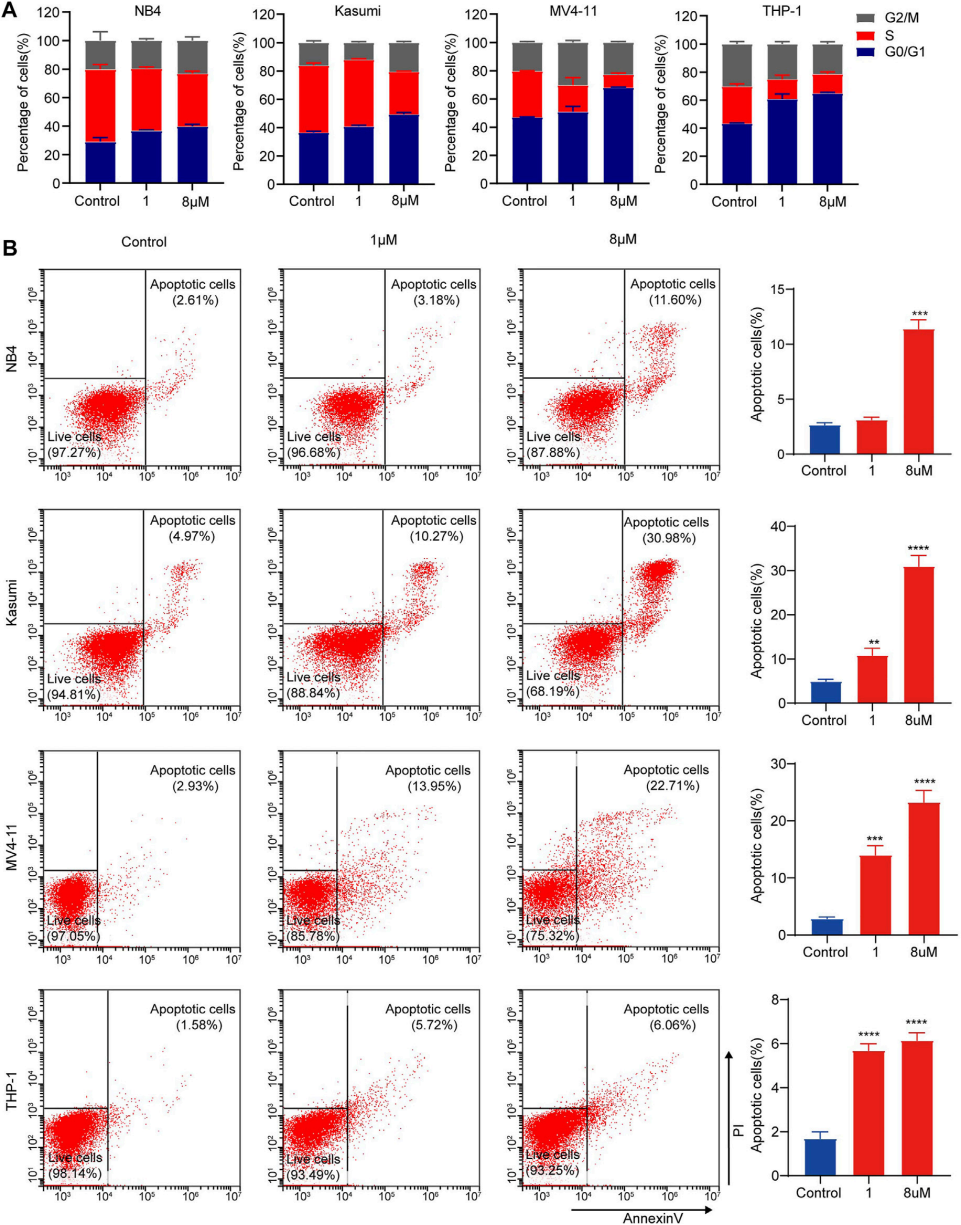
dBET1 arrested cell cycle and enhanced cell apoptosis of AML cell lines. **(A)** Flow cytometry was performed to assess the distribution of cell cycle after staining with PI. The percentages of cells in different phases of cell cycle were compared before and after dBET1 treatment (1 and 8 μM) for 24 h. **(B)** Flow cytometry was performed to determine cell apoptosis after staining with PI and Annexin V. Annexin V positive cells were used to indicate apoptotic cells. Representative flow charts are shown in the left panel and quantitative results are shown in the right panel. Cells were treated with dBET1 (1 and 8 μM) for 24 h.

### MYC as a Critical Target of dBET1

The BRD family plays important roles as a modulator of chromatin remodeling and transcriptional regulation of critical genes in cellular homeostasis and disease progression [35]. Thus, looking into the downstream signaling of the BRD family might provide valuable insights into the underlying mechanism, offering new opportunities for developing better therapies. For this purpose, we compared the transcriptomes of NB4 cells treated with or without dBET1. As a result, 4,409 genes were downregulated, whereas 3,210 genes were upregulated after treatment with dBET1 (Figure 5A volcano plot; Supplementary Data Sheet S1). 

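RNA of cells treated with 8 μM dBET1 (2 libraries) or with DMSO, its solvent (2 libraries), was sequenced after 24 h as paired-end reads. NB4 is a promyelocytic leukemia cell line that carries the PML-RARa fusion, and dBET1 joins a BET bromodomain ligand to a ligand of the E3 ligase adaptor CRBN. The authors aligned the reads to hg38 with HISAT2, estimated abundances with StringTie and deposited a whole-number count for each of 64252 Ensembl genes, without normalization. The counts summed to 34685645 and 30631745 in the DMSO libraries and to 28019956 and 28349721 in the dBET1 libraries. Genes with at least 1 count numbered 25274 and 24589 in the DMSO libraries and 28356 and 28353 in the dBET1 libraries. The labels number the libraries of each group as replicates 1 and 2, and each library was counted as 1 replicate. The libraries of a group differed by more than the sampling noise, so neither is a second copy of the other's counts; this does not show whether they came from separate cultures. The counts were normalized with TMM factors, which ran from 0.918 to 1.08, and 17971 genes passed the count filter of edgeR. The conditions were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and an absolute log2 fold change above 1. Both thresholds are those of the paper's methods, while the paper used DESeq2.
Genes that mark cell lineages were also counted in these libraries, and they were chosen after the values were seen. The neutrophil granule genes MPO, ELANE, AZU1, PRTN3 and CTSG summed to 17 and 15 counts in the DMSO libraries and to 55 and 25 counts in the dBET1 libraries. The fetal globin gene HBG2 reached 2724 ± 368 CPM (counts scaled to the normalized library size; SD, n = 2) with DMSO, rank 19 among all genes, and 1741 ± 29.5 CPM (SD, n = 2) with dBET1. Reads of HBG2 can also align to its near-identical copy HBG1. The erythroid transcription factor gene GATA1 reached 221 ± 20.1 CPM (SD, n = 2) with DMSO. The cell line is given below as the libraries are labelled.

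**Figure D1:**
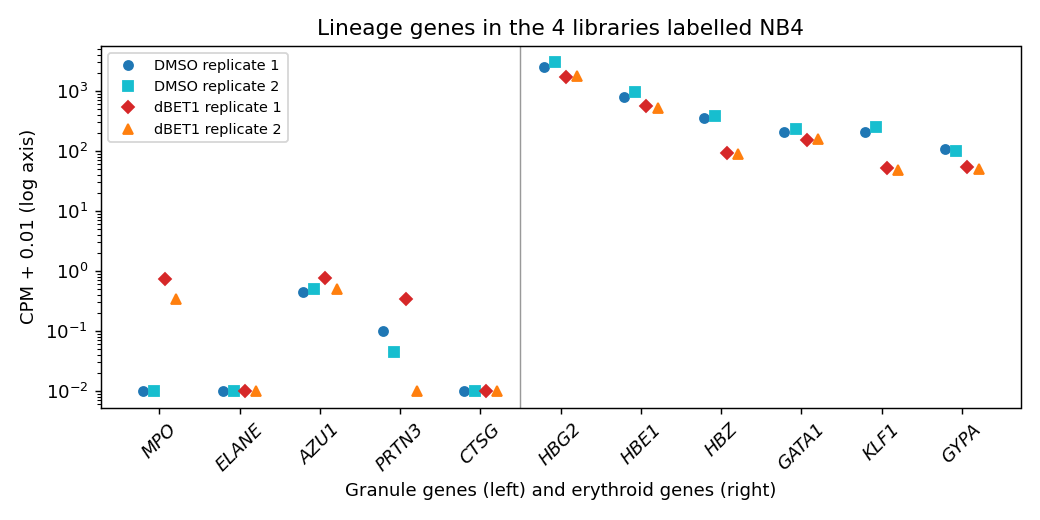
CPM of 5 neutrophil granule genes and 6 erythroid genes in each of the 4 libraries, on a log axis after adding 0.01 so that a count of 0 can be drawn. Each point is 1 library, and the highest sum of the 5 granule genes in a library was 1.83 CPM.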

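Of the 17971 genes tested, 3032 were higher and 1535 were lower after dBET1 at the thresholds of the paper's methods. Without the limit on the fold change, 5038 genes were higher and 4953 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 at the same thresholds gave 2221 higher and 1514 lower genes. Higher genes made up 66.4% of the calls with TMM factors and 80.2% with total counts only. The 5 genes with the smallest p among those higher were BCL6, SPTAN1, IQCN, EGR1 and ARRDC4, and among those lower SLC38A5, FKBP4, LIN28A, HK2 and KCNH2. SPTAN1 rose from 44.4 ± 0.651 to 497 ± 18.1 CPM (SD, n = 2 in each group), and HK2 fell from 177 ± 10.5 to 24.9 ± 1.30 CPM (SD, n = 2 in each group). IQCN had 2 and 0 counts with DMSO and 2828 and 3135 counts with dBET1, at least 991-fold higher, and its start lies 5194 bp downstream of JUND on the same strand. The calls were not spread evenly over abundance. In the 1798 genes with the lowest abundance the median log2 fold change was 1.19, with 674 higher and 54 lower genes, and in the 1797 with the highest abundance it was -0.41, with 30 higher and 299 lower genes.

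**Figure D2:**
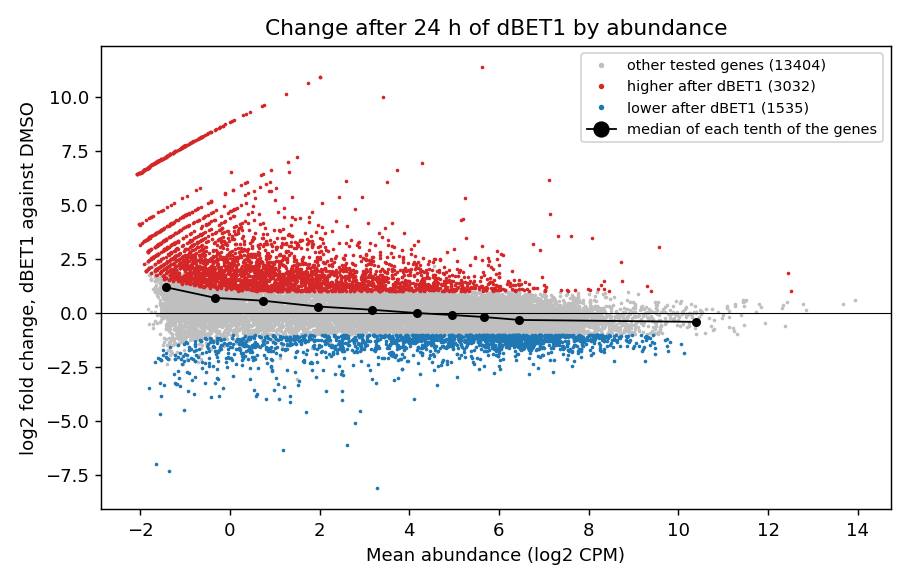
Log2 fold change of dBET1 against DMSO for the 17971 tested genes by mean abundance in log2 CPM, with 3032 higher genes in red, 1535 lower genes in blue and other genes in grey. Black points are the medians of 10 groups of genes by abundance, from 1.19 at the lowest abundance to -0.41 at the highest; the slanted rows of red points are genes with few or no counts in DMSO, whose fitted change is not a bound.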

Then, we performed GO analysis, and apoptosis and cell cycle were among the top enriched biological processes (Figure 5B), which is consistent with the arrested cell cycle and enhanced apoptosis after treatment with dBET1 as shown above. Moreover, downregulated c-MYC target genes were enriched by GSEA (Figure 5C; Supplementary Data Sheet S2). 

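Lists of genes after the cell cycle and apoptosis pathways were written from general knowledge and set against the other tested genes with a symbol by Fisher's exact test, two-sided. Of 117 tested cell cycle genes, 18 were past both thresholds (15.4%, against 24.7% of 14754 other genes), an odds ratio of 0.555 with p = 0.0178 from Fisher's exact test and an adjusted p of 0.107 (Benjamini-Hochberg over 6 lists). Of 116 tested apoptosis genes, 27 were past them (23.3%, against 24.6% of 14755 other genes), an odds ratio of 0.929 with p = 0.829 from Fisher's exact test. Higher genes alone were fewer in the cell cycle list (6 of 117, 5.13%, against 15.9%), an odds ratio of 0.285 with p = 0.000528 and an adjusted p of 0.00317 from Fisher's exact test with Benjamini-Hochberg adjustment, while lower genes alone had an odds ratio of 1.19 (adjusted p = 0.744 from the same exact test). With no filter on low counts, the odds ratios for either direction were 1.26 and 1.38, with p = 0.350 and p = 0.157 from Fisher's exact test. With no limit on the fold change, a form chosen after the data were seen, 79 cell cycle genes (67.5%, against 58.7%) and 83 apoptosis genes (71.6%, against 58.6%) had an adjusted p under 0.05 from edgeR's quasi-likelihood test. The odds ratios were then 1.46 and 1.77, with adjusted p of 0.0591 and 0.00630 from Fisher's exact test (Benjamini-Hochberg over 6 lists), and with DESeq2 2.16 and 2.57, with adjusted p of 4.69e-05 and 7.27e-07 from the same exact test. None of the list tests, camera included, compared genes of like abundance. Higher genes numbered 674 of the 1798 least abundant genes and 30 of the 1797 most abundant. Neither the few higher genes of the cell cycle list nor its fall can therefore be told apart from an effect of abundance. The fall of cell cycle genes was mostly smaller than the fold change limit. At an adjusted p under 0.05 over all genes from edgeR's quasi-likelihood test, 62 of the 117 were lower and 17 were higher. The counts were the same when adjusted over the list alone. With total counts only, 47 were lower and 26 were higher over all genes, and the median log2 fold change was -0.14. With TMM factors this median was -0.35, and limma's camera test gave an adjusted p of 5.81e-05 (Benjamini-Hochberg over 14 lists). Camera with an estimated correlation, however, gave an unadjusted p of 0.113. CDKN1A, the gene of the cell cycle inhibitor p21, rose from 1.40 ± 0.0782 to 13.0 ± 1.01 CPM (SD, n = 2 in each group). In the apoptosis list 44 genes were lower and 39 were higher at an adjusted p under 0.05 over all genes, and 47 and 41 when adjusted over the list alone. With total counts only, 31 were lower and 50 were higher over all genes. Among other terms of Figure 5B, the odds ratio for genes changed in either direction was 1.84 for proteasome genes, 1.14 for aminoacyl-tRNA synthetase genes, 1.46 for RNA polymerase genes and 0.245 for TCA cycle genes, and none passed Fisher's exact test after Benjamini-Hochberg adjustment (adjusted p = 0.132, 0.829, 0.455 and 0.126). When lower genes alone were counted, a form chosen for these 4 lists after the data were seen, 15 of 40 proteasome genes were past the thresholds (odds ratio 6.32, adjusted p = 3.67e-06 from Fisher's exact test with Benjamini-Hochberg adjustment). So were 10 of 31 RNA polymerase genes (odds ratio 5.00, adjusted p = 0.000609 from the same exact test), 10 of 37 aminoacyl-tRNA synthetase genes (odds ratio 3.88, adjusted p = 0.00197 from the same exact test) and 2 of 27 TCA cycle genes (odds ratio 0.834, adjusted p = 1 from the same exact test). With no limit on the fold change and either direction counted, also chosen after the data were seen, the odds ratios were 27.5 for the proteasome, 10.2 for the RNA polymerase, 4.51 for the aminoacyl-tRNA synthetase and 4.05 for the TCA cycle list, each with an adjusted p under 0.05 from Fisher's exact test with Benjamini-Hochberg adjustment.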

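The MYC targets V2 list of the Hallmark collection was tested here with 58 genes, of which 48 are the leading edge in the paper's supplementary table and 10 were added from general knowledge. Of its 56 tested genes, 55 had a negative log2 fold change and 52 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test, both over all genes and when adjusted over the list alone. The study picked 48 of these genes from the same libraries. This count, the tests of the whole list and its enrichment score are therefore not independent evidence. The median log2 fold change was -1.28. The camera test of limma gave an adjusted p of 7.00e-44 (Benjamini-Hochberg over 14 lists). Without adjustment over the lists, p was 0.000516 from limma's fry and 0.0118 from limma's camera with an estimated correlation. The latter would not stay under 0.05 with Benjamini-Hochberg adjustment over the 14 lists. The genes outside the paper's leading edge had a median of -0.43 (p = 0.0383 from camera). Ranked by log2 fold change, the list had a normalized enrichment score of -3.27 among 14871 genes, while the paper's reported score is -3.00 for this set in its supplementary table and -3.306 in Figure 5C, whose legend does not say which set of c-MYC targets it is. HK2 had the lowest log2 fold change of the list, -2.83.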

The roles of c-MYC in AML have been extensively studied, and its downregulation would lead to cell cycle arrest and induce apoptosis in AML cell lines [36, 37]. As expected, the expression of c-MYC was downregulated after treatment of dBET1 in a dose-dependent manner in the four AML cell lines, determined by Western blotting and qRT-PCR (Figures 5D,E). In addition to c-MYC, its target genes were also downregulated after dBET1 treatment (Figure 5F). Furthermore, high expression of c-MYC was significantly associated with poor prognosis in a cohort of 148 adult patients with AML from TCGA database (Figure 5G). 

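In RNA-seq, MYC (chromosome 8 of hg38, 127735434 to 127742951, forward strand) fell from 455 ± 14.2 CPM with DMSO to 274 ± 6.30 CPM with dBET1 (SD, n = 2 in each group). Its log2 fold change was -0.73 (standard error 0.0696, adjusted p = 0.000101 from edgeR's quasi-likelihood test), a ratio of 0.601, and the paper's reported log2 fold change is -0.82. It did not pass the limit of 1 under any of the alternatives, which gave -0.82 to -0.52. All 15 genes of Fig. 5F, MYC included, were lower at an adjusted p under 0.05, both over all genes and adjusted over the list alone; the study chose them from the same libraries, so neither count is independent evidence. Their log2 fold changes ran from -1.59 for DCTPP1 to -0.73 for MYC. GRWD1, CDK4 and MCM4 were also short of the limit of 1, at -0.94, -0.98 and -0.99, and the other 11 passed it. CDK4 and MCM4 passed it with DESeq2, at -1.01 and -1.03, and GRWD1 with the scale of the paper's normalized counts, at -1.02. TBRG4, at -1.04, was short of it without DMSO replicate 2, at -0.97, with at least 10 counts in every sample, at -0.97, and with total counts only, at -0.83. HSPD1, the most abundant of the 15, fell from 1271 ± 45.1 to 441 ± 5.33 CPM (SD, n = 2 in each group). GAPDH, the reference gene of the paper's qRT-PCR, fell from 2953 ± 206 to 1799 ± 60.9 CPM (SD, n = 2 in each group), a log2 fold change of -0.71 (standard error 0.0749, adjusted p = 0.000163 from edgeR's quasi-likelihood test). The ratio of MYC to GAPDH with dBET1 was therefore 0.986 of that with DMSO, a log2 change of -0.020, less than the spread between replicates of 0.0576. Across the fits that each left out 1 library it was -0.059 to 0.019; the lowest, without DMSO replicate 2, was larger in size than that spread, and the highest was without DMSO replicate 1. From the lower targets together with its protein, qRT-PCR and survival data, the paper concludes that c-MYC is a downstream effector of dBET1.

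**Figure D3:**
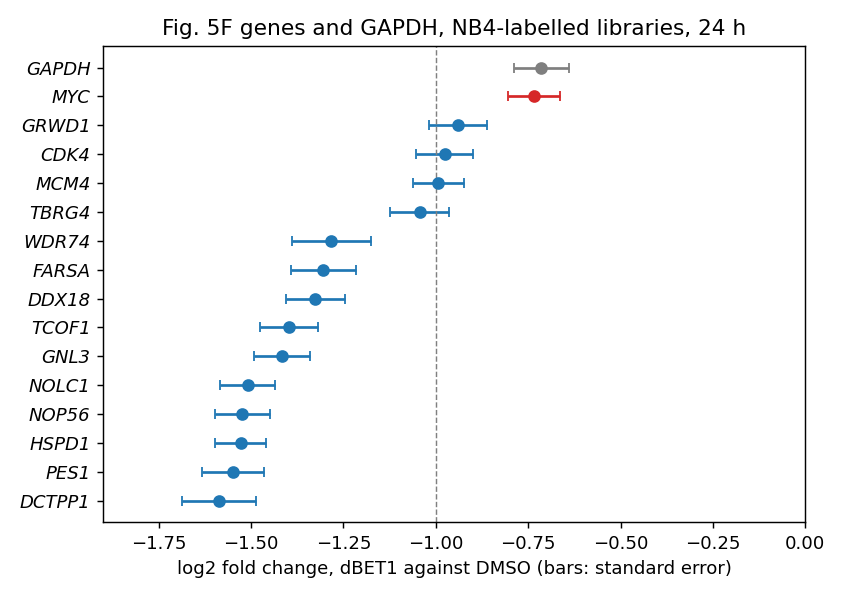
Log2 fold change of dBET1 against DMSO for the 15 genes of Fig. 5F (MYC in red, the others in blue) and GAPDH (grey), with bars of 1 standard error and 2 libraries in each group. The dashed line is the limit of -1; MYC at -0.73 and GAPDH at -0.71 lie nearest to 0.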

Taken together, these results highlighted c-MYC as a downstream effector of dBET1 in AML cell lines.

**FIGURE 5:**
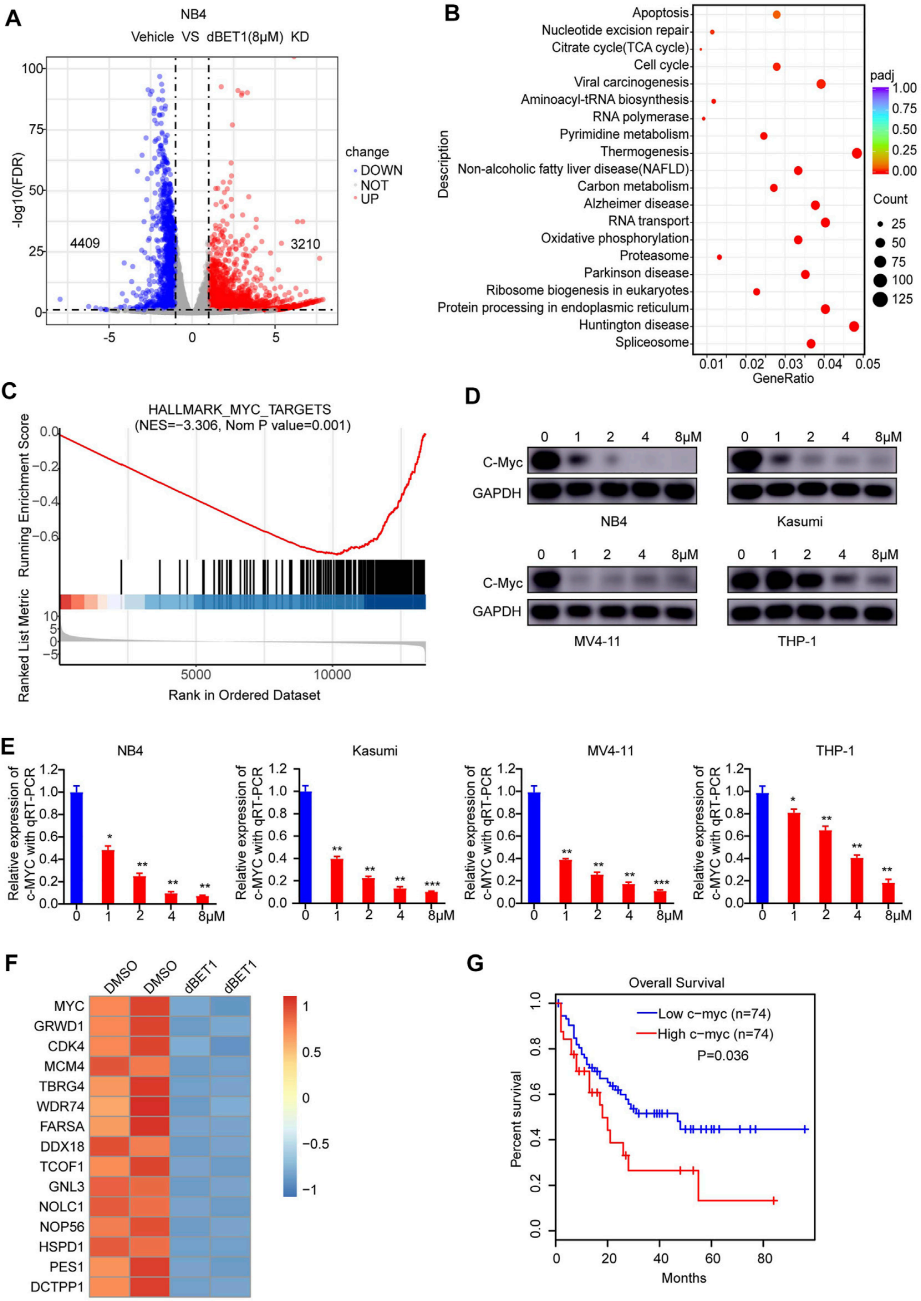
c-MYC was a downstream effector of dBET1. **(A)** After 24 h of treatment with either DMSO or dBET1 (8 μM), total RNA from NB4 cells was purified and subjected to next-generation sequencing. A volcano plot was used to show differentially expressed genes (*p* < 0.001, Fold change >2). **(B)** GO enrichment analysis was performed to show the enriched biological processes. The redder the color, the lower of the *p* value. The bigger the dot, the more enriched the genes. **(C)** Downregulated c-MYC target genes were enriched by GSEA. NES = −3.306, *p* value = 0.001. **(D–E)** dBET1 treatment led to downregulated c-MYC in a dose-dependent manner in NB4, Kasumi, MV4-11, and THP-1 cells, determined using Western blotting **(D)** and qRT-PCR **(E)**. **(F)** Derived from the RNA-seq data, a list of downregulated c-MYC target genes (*p* < 0.05, Fold change >1) were shown. **(G)** The expression of c-MYC was significantly associated with poor survival of adult patients with AML (*n* = 148). *p* = 0.036.

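The thresholds named here are a p under 0.001 and a fold change above 2, without saying whether the p is adjusted. With the p read as unadjusted, edgeR's quasi-likelihood test called 1562 genes higher and 1188 genes lower after dBET1.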

## Discussion

The OS rate of AML is poor compared with those of other acute leukemias. Except for APL and CBF AML, the prognosis of AML remains poor, with only approximately 60% of patients progressing to remission and approximately 30% of patients achieving long-term remission [7, 38]. The risk-adapted therapy with conventional chemotherapeutic agents (daunorubicin + cytarabine) has reached the limit to further improve the treatment outcomes in patients with AML, especially those who are older [7]. Novel therapies are urgently needed to further improve the treatment outcomes of AML. The genetic heterogeneity of AML has been extensively explored and provided several new therapeutic targets. Indeed, numerous novel targeted therapies have recently been developed to fit patients with AML with certain genetic mutations [39, 40]. Among these new agents, either as single agent therapy or a component of combination therapy, only gilteritinib (FLT3 inhibitor) and venetoclax (BCL-2 inhibitor) showed better OS rates [2, 41]. Our results indicated the therapeutic potential of dBET1, a PROTAC inhibitor of BET family members (i.e., BRD2, BRD3, and BRD4) in Kasumi (AML1-ETO), NB4 (PML-RARa), THP-1 (MLL-AF9), and MV4-11 (MLL-AF4) AML cell lines representing four major molecular subtypes of AML. dBET1 is a CRBN-mediated PROTAC through proteasome degradation. Our results confirmed the dependence of dBET1 on CRBN and proteasome (Figures 2B,C).

BRD4 has emerged as a therapeutic target in AML. In this study, we explored the expression of BRD4 across different cancer cell lines and found that BRD4 was highly expressed in AML cell lines, indicating the dependence of AML cell lines on BRD4 for survival and the usage of BRD4 as a potential therapeutic target. Besides, high BRD4 expression was significantly associated with worse OS of adult patients with AML than low BRD4 expression. These results suggested that high BRD4 expression conferred a survival advantage of AML cell lines and represented as a vulnerability. As expected, inhibiting the BET family proteins using dBET1 demonstrated efficient cytotoxic effects on AML cell lines. Previously, dBET1 has shown cytotoxic effects on MV4-11 cells, without knowing its underlying molecular mechanism [28]. In this study, we tested dBET1 in more AML cell lines, aiming to expand its potential therapeutic effects to more molecular subtypes of AML. Furthermore, we showed that dBET1 treatment decreased cell proliferation and arrested cell cycle and enhanced apoptosis of the AML cell lines tested, explaining the molecular mechanism of the high dependence of AML cell lines on the expression of BRD4. Of note, even though BRD4 expression was relatively low in Kasumi cells when compared to other AML cell lines, the depletion of BRD4 as well as BRD2 and BRD3 was more efficient than that in other AML cell lines after treatment of dBET1 (Figure 2A). In line with this, dBET1 shows the lowest IC50 value in Kasumi cells and results in relatively higher apoptosis compared to other AML cell lines.

To further explore the downstream pathways affected by dBET1 treatment, we compared the transcriptomes of AML cell lines with or without dBET1 treatment using RNA-seq. Of note, cell cycle and apoptosis are two enriched pathways because of dBET1 treatment which agrees with the results of the colony formation assay, cell proliferation, cell cycle, and apoptosis analyses. Besides, c-MYC was a well-known downstream target of the BET family, which was also confirmed in this study. Given that c-MYC was an oncogene and played important roles in promoting cell proliferation of cancer cells [42], the downregulation of c-MYC by dBET1 at least partially explained the observed arrested cell cycle, indicating c-MYC as a downstream effector of dBET1’s cytotoxic effects. In line with this, c-MYC target genes were also downregulated.

The BCL6 gene was essential for the survival and self-renewal of AML cell lines, especially those with high expression of BCL6 [43]. Interestingly, BCL6 was the top gene that was upregulated because of dBET1 treatment (data not shown). 

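In the libraries labelled NB4, BCL6 (chromosome 3 of hg38, 187721377 to 187745725, reverse strand) had 140 and 94 counts with DMSO and 8370 and 8278 counts with dBET1. It rose from 3.82 ± 0.669 to 275 ± 5.45 CPM (SD, n = 2 in each group), a log2 fold change of 6.16 (standard error 0.125, adjusted p = 9.67e-07 from edgeR's quasi-likelihood test). Across the fits that each left out 1 library the log2 fold change was 6.00 to 6.35. BCL6 ranked 1 by p among the genes with a positive log2 fold change, and 3 when genes were kept regardless of their counts. By log2 fold change it ranked 200, behind genes that had few or no counts with DMSO.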

The upregulation of BCL6 due to dBET1 treatment further suggested the dependence of AML cell lines on high expression of BCL6 [43]. One would reasonably postulate that BCL6 upregulation represents another therapeutic target in AML and provided an opportunity for developing a therapy consisting of a BCL6 inhibitor and dBET1 to achieve better treatment outcomes.

In conclusion, we tested the cytotoxic effects of dBET1 on several AML cell lines representing different molecular subtypes of AML and mechanistically explored the downstream effector of dBET1. Our results revealed the therapeutic potential of dBET1 for AML with different molecular lesions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## References

[1] VardimanJWThieleJArberDABrunningRDBorowitzMJPorwitA The 2008 Revision of the World Health Organization (WHO) Classification of Myeloid Neoplasms and Acute Leukemia: Rationale and Important Changes. Blood (2009) 114(5):937–51. 10.1182/blood-2009-03-209262 19357394

[2] DohnerHWeisdorfDJBloomfieldCD. Acute Myeloid Leukemia. N Engl J Med (2015) 373(12):1136–52. 10.1056/nejmra1406184 26376137

[3] KantarjianHKadiaTDiNardoCDaverNBorthakurGJabbourE Acute Myeloid Leukemia: Current Progress and Future Directions. Blood Cancer J (2021) 11(2):41. 10.1038/s41408-021-00425-3 33619261PMC7900255

[4] KadiaTMRavandiFO'BrienSCortesJKantarjianHM. Progress in Acute Myeloid Leukemia. Clin Lymphoma Myeloma Leuk (2015) 15(3):139–51. 10.1016/j.clml.2014.08.006 25441110PMC4344862

[5] DohnerHEsteyEHAmadoriSAppelbaumFRBuchnerTBurnettAK Diagnosis and Management of Acute Myeloid Leukemia in Adults: Recommendations from an International Expert Panel, on Behalf of the European LeukemiaNet. Blood (2010) 115(3):453–74. 10.1182/blood-2009-07-235358 19880497

[6] EsteyEH. Acute Myeloid Leukemia: 2014 Update on Risk-Stratification and Management. Am J Hematol (2014) 89(11):1063–81. 10.1002/ajh.23834 25318680

[7] TamamyanGKadiaTRavandiFBorthakurGCortesJJabbourE Frontline Treatment of Acute Myeloid Leukemia in Adults. Crit Rev Oncol Hematol (2017) 110:20–34. 10.1016/j.critrevonc.2016.12.004 28109402PMC5410376

[8] DoveyOMCooperJLMupoAGroveCSLynnCConteN Molecular Synergy Underlies the Co-occurrence Patterns and Phenotype of NPM1-Mutant Acute Myeloid Leukemia. Blood (2017) 130(17):1911–22. 10.1182/blood-2017-01-760595 28835438PMC5672315

[9] AmbinderAJLevisM. Potential Targeting of FLT3 Acute Myeloid Leukemia. Haematologica (2021) 106(3):671–81. 10.3324/haematol.2019.240754 32703795PMC7927884

[10] FerretYBoisselNHelevautNMadicJNibourelOMarceau-RenautA Clinical Relevance of IDH1/2 Mutant Allele burden during Follow-Up in Acute Myeloid Leukemia. A Study by the French ALFA Group. Haematologica (2018) 103(5):822–9. 10.3324/haematol.2017.183525 29472349PMC5927984

[11] KleinKKaspersGHarrisonCJBeverlooHBReedijkABongersM Clinical Impact of Additional Cytogenetic Aberrations, cKIT and RAS Mutations, and Treatment Elements in Pediatric T(8;21)-AML: Results from an International Retrospective Study by the International Berlin-Frankfurt-Munster Study Group. J Clin Oncol (2015) 33(36):4247–58. 10.1200/jco.2015.61.1947 26573082PMC5321085

[12] WeiYCaoYSunRChengLXiongXJinX Targeting Bcl-2 Proteins in Acute Myeloid Leukemia. Front Oncol (2020) 10:584974. 10.3389/fonc.2020.584974 33251145PMC7674767

[13] WongTNRamsinghGYoungALMillerCAToumaWWelchJS Role of TP53 Mutations in the Origin and Evolution of Therapy-Related Acute Myeloid Leukaemia. Nature (2015) 518(7540):552–5. 10.1038/nature13968 25487151PMC4403236

[14] Larrosa-GarciaMBaerMR. FLT3 Inhibitors in Acute Myeloid Leukemia: Current Status and Future Directions. Mol Cancer Ther (2017) 16(6):991–1001. 10.1158/1535-7163.mct-16-0876 28576946PMC5600895

[15] LamSSYLeungAYH. Overcoming Resistance to FLT3 Inhibitors in the Treatment of FLT3-Mutated AML. Int J Mol Sci (2020) 21(4). 10.3390/ijms21041537 PMC707321832102366

[16] DawsonMAKouzaridesTHuntlyBJ. Targeting Epigenetic Readers in Cancer. N Engl J Med (2012) 367:7. 10.1056/NEJMra111263522894577

[17] ShiJVakocCR. The Mechanisms behind the Therapeutic Activity of BET Bromodomain Inhibition. Mol Cel (2014) 54(5):728–36. 10.1016/j.molcel.2014.05.016 PMC423623124905006

[18] RoeJSMercanFRiveraKPappinDJVakocCR. BET Bromodomain Inhibition Suppresses the Function of Hematopoietic Transcription Factors in Acute Myeloid Leukemia. Mol Cel (2015) 58(6):1028–39. 10.1016/j.molcel.2015.04.011 PMC447548925982114

[19] StathisABertoniF. BET Proteins as Targets for Anticancer Treatment. Cancer Discov (2018) 8(1):24–36. 10.1158/2159-8290.cd-17-0605 29263030

[20] WangNWuRTangDKangR. The BET Family in Immunity and Disease. Sig Transduct Target Ther (2021) 6(1):23. 10.1038/s41392-020-00384-4 PMC781384533462181

[21] BarattaMGSchinzelACZwangYBandopadhayayPBowman-ColinCKuttJ An In-Tumor Genetic Screen Reveals that the BET Bromodomain Protein, BRD4, Is a Potential Therapeutic Target in Ovarian Carcinoma. Proc Natl Acad Sci U.S.A (2015) 112(1):232–7. 10.1073/pnas.1422165112 25535366PMC4291641

[22] ToyoshimaMHowieHLImakuraMWalshRMAnnisJEChangAN Functional Genomics Identifies Therapeutic Targets for MYC-Driven Cancer. Proc Natl Acad Sci U.S.A (2012) 109(24):9545–50. 10.1073/pnas.1121119109 22623531PMC3386069

[23] ZuberJShiJWangERappaportARHerrmannHSisonEA RNAi Screen Identifies Brd4 as a Therapeutic Target in Acute Myeloid Leukaemia. Nature (2011) 478(7370):524–8. 10.1038/nature10334 21814200PMC3328300

[24] MarcotteRSayadABrownKRSanchez-GarciaFReimandJHaiderM Functional Genomic Landscape of Human Breast Cancer Drivers, Vulnerabilities, and Resistance. Cell (2016) 164(1-2):293–309. 10.1016/j.cell.2015.11.062 26771497PMC4724865

[25] DelmoreJEIssaGCLemieuxMERahlPBShiJJacobsHM BET Bromodomain Inhibition as a Therapeutic Strategy to Target C-Myc. Cell (2011) 146(6):904–17. 10.1016/j.cell.2011.08.017 21889194PMC3187920

[26] SunXGaoHYangYHeMWuYSongY PROTACs: Great Opportunities for Academia and Industry. Sig Transduct Target Ther (2019) 4:64. 10.1038/s41392-019-0101-6 PMC692796431885879

[27] ToureMCrewsCM. Small-Molecule PROTACS: New Approaches to Protein Degradation. Angew Chem Int Ed Engl (2016) 55(6):1966–73. 10.1002/anie.201507978 26756721

[28] WinterGEBuckleyDLPaulkJRobertsJMSouzaADhe-PaganonS Drug Development. Phthalimide Conjugation as a Strategy for *In Vivo* Target Protein Degradation. Science. Drug Dev (2015) 348(6241):1376–81. 10.1126/science.aab1433 PMC493779025999370

[29] RoseDHaferlachTSchnittgerSPerglerováKKernWHaferlachC. Subtype-specific Patterns of Molecular Mutations in Acute Myeloid Leukemia. Leukemia (2017) 31(1):11–7. 10.1038/leu.2016.163 27285584

[30] LimSLDamnernsawadAShyamsunderPChngWJHanBCXuL Proteolysis Targeting Chimeric Molecules as Therapy for Multiple Myeloma: Efficacy, Biomarker and Drug Combinations. Haematologica (2019) 104(6):1209–20. 10.3324/haematol.2018.201483 30606790PMC6545861

[31] XuLChenYMayakondaAKohLChongYKBuckleyDL Targetable BET Proteins- and E2F1-dependent Transcriptional Program Maintains the Malignancy of Glioblastoma. Proc Natl Acad Sci U S A (2018) 115(22):E5086–E5095. 10.1073/pnas.1712363115 29764999PMC5984485

[32] WuTHuEXuSChenMGuoPDaiZ clusterProfiler 4.0: A Universal Enrichment Tool for Interpreting Omics Data. Innovation (Camb) (2021) 2(3):100141. 10.1016/j.xinn.2021.100141 34557778PMC8454663

[33] LiZYangCLiXDuXTaoYRenJ The Dual Role of BI 2536, a Small-Molecule Inhibitor that Targets PLK1, in Induction of Apoptosis and Attenuation of Autophagy in Neuroblastoma Cells. J Cancer (2020) 11(11):3274–87. 10.7150/jca.33110 32231733PMC7097946

[34] WuSJiangYHongYChuXZhangZTaoY BRD4 PROTAC Degrader ARV-825 Inhibits T-Cell Acute Lymphoblastic Leukemia by Targeting 'Undruggable' Myc-Pathway Genes. Cancer Cel Int (2021) 21(1):230. 10.1186/s12935-021-01908-w PMC806103433888130

[35] BoysonSPGaoCQuinnKBoydJPaculovaHFrietzeS Functional Roles of Bromodomain Proteins in Cancer. Cancers (Basel) (2021) 13(14). 10.3390/cancers13143606 PMC830371834298819

[36] CarterJLHegeKYangJKalpageHASuYEdwardsH Targeting Multiple Signaling Pathways: the New Approach to Acute Myeloid Leukemia Therapy. Signal Transduct Target Ther (2020) 5(1):288. 10.1038/s41392-020-00361-x 33335095PMC7746731

[37] BrondfieldSUmeshSCorellaAZuberJRappaportARGaillardC Direct and Indirect Targeting of MYC to Treat Acute Myeloid Leukemia. Cancer Chemother Pharmacol (2015) 76(1):35–46. 10.1007/s00280-015-2766-z 25956709PMC4485702

[38] DohnerHEsteyEGrimwadeDAmadoriSAppelbaumFRBüchnerT Diagnosis and Management of AML in Adults: 2017 ELN Recommendations from an International Expert Panel. Blood (2017) 129(4):424–47. 10.1182/blood-2016-08-733196 27895058PMC5291965

[39] YuJJiangPYZSunHZhangXJiangZLiY Advances in Targeted Therapy for Acute Myeloid Leukemia. Biomark Res (2020) 8:17. 10.1186/s40364-020-00196-2 32477567PMC7238648

[40] CucchiDGJPolakTBOssenkoppeleGJUyl–De GrootCACloosJZweegmanS Two Decades of Targeted Therapies in Acute Myeloid Leukemia. Leukemia (2021) 35(3):651–60. 10.1038/s41375-021-01164-x 33589753

[41] LevisMPerlAE. Gilteritinib: Potent Targeting of FLT3 Mutations in AML. Blood Adv (2020) 4(6):1178–91. 10.1182/bloodadvances.2019000174 32208491PMC7094008

[42] AhmadiSERahimiSZarandiBChegeniRSafaM. MYC: a Multipurpose Oncogene with Prognostic and Therapeutic Implications in Blood Malignancies. J Hematol Oncol (2021) 14(1):121. 10.1186/s13045-021-01111-4 34372899PMC8351444

[43] KawabataKCZongHMeydanCWymanSWoutersBJSugitaM BCL6 Maintains Survival and Self-Renewal of Primary Human Acute Myeloid Leukemia Cells. Blood (2021) 137(6):812–25. 10.1182/blood.2019001745 32911532PMC7885821

How the deposited data were processed for this re-analysis (not part of the article)

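The transcriptome of cells labelled NB4 was measured in 4 libraries, 2 after 24 h with 8 μM dBET1 and 2 after 24 h with DMSO. The authors had the reads filtered by the sequencing company, aligned them to hg38 (Ensembl) with HISAT2 and estimated abundances with StringTie, and they deposited whole-number counts per gene without normalization. The step that turned the StringTie abundances into counts, its read length and its strand setting are not named in the paper's text, so overlapping genes, antisense genes and near-identical copies such as the globin and histone genes can share counts. In DMSO replicate 1, 2426 genes had 1 count, 2028 had 2 counts and 1016 had 3 counts. In each library the drop from 1 to 2 counts was smaller than the drop from 2 to 3. In case reads were counted 2 times, the numbers of higher and lower genes, the changes of MYC and BCL6 and, as a choice made after seeing the data, the enrichment score and the medians of the gene lists other than MYC targets V2 were also computed from counts divided by 2.

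The samples were mapped to conditions from their labels and the paper, and the columns to samples by group name, time and replicate number. No column was left out (0 columns), and 0 rows of the count table named no gene. Gene symbols and coordinates were taken from GENCODE release 44 on hg38, in which 56105 of the 64252 gene identifiers were found; identifiers without an entry held 2.57% of the counts. For 31 of 33 named genes, start and end were those in the paper's supplementary table. That table was used in part, since 1279 of its 25007 rows were held here, and no overlap or enrichment test was run on it. Its normalized counts of 1217 genes with at least 100 counts in every sample gave the scale used in 1 alternative.

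Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr, normalized with TMM factors and compared with the quasi-likelihood test in a design with the group alone, with Benjamini-Hochberg adjustment over 17971 genes. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The biological coefficient of variation was 0.123. Totals of 28019956 to 34685645 counts per library left the difference between replicates above the counting error: over genes with at least 100 counts in a pair, the chi-square per degree of freedom was 23.6 for the DMSO pair and 8.14 for the dBET1 pair. With 2 libraries in each group, groups were too small for a test of single outlying samples, and SDs rest on 2 values. A fold against libraries that all had at most 3 counts was computed against 3 counts and is given as a lower bound.

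Gene lists were written before the data were examined: MYC targets V2, cell cycle, apoptosis, proteasome, aminoacyl-tRNA synthetases, TCA cycle, RNA polymerase, clustered histones, ribosomal proteins, primary granule, myeloid differentiation, immediate early, and pro- and anti-apoptotic BCL2 genes. They were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Over-representation was tested with Fisher's exact test among 14871 tested genes with a symbol. The enrichment score came from fgsea 1.28.0 with 10000 permutations. Genes named in the text are MYC, BCL6, the 15 genes of Fig. 5F, BRD2, BRD3, CRBN, GAPDH, HEXIM1, CDKN1A, members of reported lists, and the 5 genes with the smallest p in each direction; other genes are said to have been chosen after their values were seen. The rule also covers a result that is not reported here.

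The steps were tested on simulated data. In 5 simulated data sets of 16337 to 16398 tested genes with 200 changed genes each, 91.1% of the changed genes were called and 11.4 unchanged genes were called on average. Camera called the shifted set in 5 of 5 data sets and 2 of 100 random sets. Fisher's test called 5 of 5 planted lists and 1 of 5 random lists. The simulated genes were drawn independently, and the changed genes were raised as often as lowered. The simulations therefore do not test the scaling under a shift with abundance, or camera with correlated genes. Alternatives were DESeq2 1.42.0, its size factors in edgeR, total counts only, the scale of the paper's normalized counts, no count filter, at least 10 counts in every sample, the replicate number as a block, each library left out in turn, other thresholds and, for the results named above, counts divided by 2. Annotation tests used Python 3.11.15 with numpy, scipy and pandas. Protein, qRT-PCR, viability and patient data were not analysed here.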

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

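The tests of the histone genes were chosen after the values were seen; the test of readthrough was set before its values were computed and its second control afterwards. The 3 results below concern genes the paper does not discuss: 2 lists whose median was higher after dBET1 than in the DMSO controls, and IQCN.

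The clustered histone genes had a median log2 fold change of 2.26 over 62 tested genes. Of these, 57 were higher and 0 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Camera gave the list a Benjamini-Hochberg adjusted p of 1.67e-28. Without adjustment over the lists, p was 0.000716 from fry and 0.0130 from camera with an estimated correlation. The latter would not stay under 0.05 with Benjamini-Hochberg adjustment over the 14 lists. None of the 62 had a negative log2 fold change. With the 7 genes at the floor in DMSO set to their bound, the median was 2.21. It was 2.08 to 2.47 under the other settings, with 0 genes lower in each, and 2.07 to 2.40 across the fits that each left out 1 library. Reads shared between near-identical copies would leave the family's sum unchanged, but the sum rose by 1.20 on the log2 scale, from 1200 and 1233 CPM with DMSO to 2832 and 2773 CPM with dBET1. More cells in S phase would raise replication genes, whose median was -0.73 over 16 genes, with 14 lower. This argues against more cells in S phase. However, 2 of the 16 are also in the MYC targets V2 list and 9 in the cell cycle list, so the lower MYC may have lowered them too. The paper's flow cytometry after 24 h also found a smaller share of cells in S phase with dBET1, though its cells may not be those of these libraries. Most histone transcripts lack a poly(A) tail, so a difference in how much such RNA entered the libraries stays open and cannot be told apart from an effect of dBET1: U1 and U2 snRNA genes rose (median 2.82 over 8 genes), while snoRNA genes went both ways (median -0.56 over 28 genes, of which 4 were higher and 6 lower) and the 7SL genes RN7SL1 and RN7SL2, chosen after their values were seen, had log2 fold changes of -0.48 and -1.40.

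The immediate early genes had a median log2 fold change of 1.59 over 22 tested genes. Of these, 20 were higher and 2, FOSL1 and SRF, were lower at an adjusted p under 0.05. Camera gave the list a Benjamini-Hochberg adjusted p of 2.60e-13. Without adjustment over the lists, p was 0.00107 from fry and 0.0284 from camera with an estimated correlation. EGR1 rose by a log2 fold change of 3.56, JUN by 2.91 and FOS by 3.36. The median was 1.45 to 1.80 under the other settings, scalings included, and 1.35 to 1.73 across the fits that each left out 1 library. No other technical or biological explanation was tested for this list.

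IQCN was at least 991-fold higher after dBET1, with 2 and 0 counts in the DMSO libraries and 2828 and 3135 in the dBET1 libraries. It is 1 of 11 genes with at most 3 counts in each DMSO library and at least 100 in each dBET1 library, against 1 gene with the opposite pattern. Of the 10 coding genes among the 11, 5 lie within 10 kb downstream of an expressed gene on the same strand; for IQCN this is JUND, 5194 bp away, which rose by a log2 fold change of 1.13. Readthrough from such a gene is a candidate explanation. In 41 coding genes not looked at before (30 to 99 counts with dBET1), 22.0% had such a neighbour, against 3.28% of 5062 silent coding genes (Fisher's exact test, one-sided, p = 7.26e-06). The opposite strand also differed, at 9.76% against 2.77%, so gene density may add to the difference. Among genes with any expressed gene within 10 kb, it was 9 of 15 against 166 of 633 (60.0% against 26.2%, Fisher's exact test, one-sided, p = 0.00670). A start of transcription inside these genes was not tested, and the counts do not show where in a gene the reads lie.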

How the results depend on the processing

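The alternatives were set before the data were examined, apart from those named below as chosen after seeing the data. MYC fell by less than the limit of 1 and BCL6 rose under every alternative, each library left out included, from -0.82 to -0.52 and from 6.00 to 6.37. Under the alternatives that have a test and were run for them, which leave out counts divided by 2, the MYC targets V2 median stayed below 0 with p under 0.05, and all 15 genes of Fig. 5F were lower at an adjusted p under 0.05. The V2 median was -1.28 to -1.21 across the fits that each left out 1 library.

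Counts of genes depended on the threshold. With total counts only, 952 genes were lower, and the median of all genes moved from 0.048 to 0.26, so that changes under this scaling are shifted upwards; 80.2% of its calls were higher genes, against 66.4%. With at least 10 counts in every sample 1940 genes were higher, which follows from fewer genes tested (15250) and from the loss of genes with few counts in DMSO. An unadjusted p under 0.001 with a fold change above 2 gave 1562 higher genes. A test against a log2 fold change of 1 gave 1355 higher and 650 lower genes. Without a limit on the fold change, 5038 were higher and 4953 lower; with DESeq2 and no limit, chosen after seeing the data, 3750 were higher and 4665 lower. Without a test, 3511 to 3681 genes had a log2 fold change above 1 and 1627 to 1836 one below -1 across the fits that each left out 1 library.

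The odds ratio of the cell cycle list (0.555) was 0.272 with total counts only (p = 5.29e-06 from Fisher's exact test). It was no longer past p of 0.05 with DESeq2's size factors (0.66), with the scale of the paper's normalized counts (0.729) or with DESeq2 (0.848). It was above 1 without a count filter (1.26) and for lower genes only (1.19), and it was 0.285 for higher genes only (p = 0.000528 from Fisher's exact test). The odds ratio of the apoptosis list (0.929) was above 1 without a count filter (1.38), with DESeq2 (1.29) and for higher genes only (1.04), without p under 0.05 in these 3. With no limit on the fold change, chosen for the lists after seeing the data, the odds ratios of the cell cycle and apoptosis lists were above 1, at 1.46 and 1.77 with edgeR and at 2.16 and 2.57 with DESeq2, with p under 0.05 from Fisher's exact test except for the 1.46. The cause was not tested. The rank of BCL6 was 3 without a count filter and 200 by log2 fold change.

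For the other lists the same settings were chosen after seeing the data. The odds ratio of the proteasome list (1.84) passed p of 0.05 with DESeq2's size factors (2.24), the scale of the paper's normalized counts (3.00), no count filter (4.70), DESeq2 (3.18) and lower genes only (6.32), and was below 1 with total counts only (0.418). That of the aminoacyl-tRNA synthetase list (1.14) passed with no count filter (2.64) and lower genes only (3.88), and was 0.942 with total counts only. That of the RNA polymerase list (1.46) passed with no count filter (2.98) and lower genes only (5.00), and was 0.703 with total counts only. For higher genes only, the odds ratio of each of these 3 lists was 0. That of the TCA cycle list (0.245) no longer passed with no count filter (0.462), at least 10 counts in every sample (0.322), DESeq2 (0.343) and lower genes only (0.834). With no limit on the fold change, the odds ratios of the proteasome, aminoacyl-tRNA synthetase, RNA polymerase and TCA cycle lists all passed above 1, at 27.5, 4.51, 10.2 and 4.05 with edgeR and at 24.8, 8.11, 18.4 and 4.64 with DESeq2, so that of the TCA cycle list changed direction. With at least 10 counts in every sample, the medians of the primary granule, myeloid differentiation and ribosomal protein lists changed sign, to -0.059, -0.099 and 0.0058, and with counts divided by 2 that of the primary granule list did, to -0.66. With total counts only those of the ribosomal protein and apoptosis lists changed sign, to 0.14 and 0.18. None of these passed camera. The ribosomal protein list passed p of 0.05 from camera with no count filter, at a median of -0.12. Its median was -0.19 to 0.033 across the fits that each left out 1 library, that of the apoptosis list -0.081 to 0.015 and that of the pro-apoptotic BCL2 list 0.064 to 0.18 (0.033, 0.015 and 0.064 without DMSO replicate 2; -0.19 and -0.081 without DMSO replicate 1). The cell cycle median stayed below 0, from -0.43 to -0.14, and past p of 0.05 from camera at the preset correlation under each of these settings that has a test. Without dBET1 replicate 1 the median of the primary granule list (0.44) was 0.086. The median of the immediate early list ran from 1.35 to 1.73 across the fits that each left out 1 library, the lowest without DMSO replicate 1. The causes were not tested.

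Among single genes, CRBN changed sign with total counts only (0.13), without an adjusted p under 0.05, and also without DMSO replicate 1 (0.10) and without dBET1 replicate 1 (0.020). HEXIM1 changed sign without DMSO replicate 1 (-0.031). Of 3 genes short of the limit of 1, GRWD1, CDK4 and MCM4, 9 values passed it under an alternative that has a test, and 2 values of TBRG4 no longer passed it. With a library left out, which gives no test, CDK4 was beyond -1 without DMSO replicate 1 (-1.03) and without dBET1 replicate 1 (-1.02), and MCM4 without DMSO replicate 2 (-1.03) and without dBET1 replicate 2 (-1.01), while TBRG4 was short of it without DMSO replicate 2 (-0.97). Leaving out DMSO replicate 1, the library with the only IQCN counts in DMSO, moved the fitted log2 fold change of IQCN to 14.5.

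Replicate numbers did not pair the samples: the deviations of samples with the same number had a correlation of 0.00486 over 13051 genes. With the replicate block, 2945 genes were higher, 2866 of them shared, and 1530 were lower, 1493 of them shared. Depth limits genes with few counts, whose fitted fold change is not a bound; for the genes at the floor, the fold against 3 counts is the lower bound.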

Differences from the paper's values

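The paper reports 4409 genes lower after dBET1, and 1535 were found here. Of the alternatives set before the data were examined, the adjusted p with no limit on the fold change came within 1.5 times of it, with 4953 genes; the others gave 650 to 1858. DESeq2 with no limit on the fold change, chosen after seeing the values, gave 4665. For genes higher after dBET1 the paper's 3210 is within 1.5 times of the 3032 found here. With no limit on the fold change, higher genes numbered 5038 with edgeR, beyond 1.5 times, and 3750 with DESeq2, within it. Of the settings in this paragraph, only DESeq2 with no limit came within 1.5 times of both of the paper's counts.

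The paper's supplementary log2 fold change of NOLC1 is -1.5974 (standard error 0.0878), and -1.51 was found here. With DESeq2, with its size factors in edgeR, with the scale of the paper's normalized counts and with no count filter the gap was within the error; with total counts only (-1.30), at least 10 counts in every sample (-1.44) and the replicate block (-1.51) it was not.

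The paper's qRT-PCR of MYC relative to GAPDH in NB4 cells at 8 μM is about 0.07 in Fig. 5E, read by eye, while the ratio of MYC to GAPDH in these libraries was 0.986 of that with DMSO. The legend and methods of the paper do not give the treatment time of the qRT-PCR or say whether its RNA was that of the libraries, which limits this comparison. The cell identity of the libraries limits it too. Their 5 neutrophil granule genes summed to at most 1.83 CPM in a library, and HBG2 had a mean of 2724 CPM with DMSO. A cell line other than NB4 is a candidate explanation, so the gap cannot be read as one within NB4 cells. A scaling factor cancels in a ratio of 2 genes within a library, and the count filter, the replicate block and the test do not enter it. With each library left out in turn, chosen for this ratio after seeing the data, it ran from 0.960 to 1.01, and none of these values closed the gap.

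The paper has more genes lower than higher after dBET1. Here more were higher under each alternative set before the data were examined, and only DESeq2 with no limit on the fold change, chosen after seeing the data, had more lower (4665) than higher (3750). The paper names apoptosis and cell cycle among the enriched processes; the lists used here had odds ratios of 0.929 and 0.555 among genes past both thresholds in either direction. They were 1.38 and 1.26 with no count filter and 1.29 and 0.848 with DESeq2, none of these 4 with p under 0.05. With no limit on the fold change, chosen for the lists after seeing the data, they were 1.77 and 1.46 with edgeR and 2.57 and 2.16 with DESeq2, and these passed p of 0.05 from Fisher's exact test except for the 1.46. The paper calls BCL6 the top upregulated gene; it ranked 1 by p and 200 by log2 fold change.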

Other observations

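The tests of cell identity, of DNA background and of the scaling of GAPDH were chosen after the values were seen; those of GC content, length and low counts were not.

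The libraries labelled NB4 carried few counts of neutrophil granule genes and many of erythroid genes. HBG2 reached at least 1721 CPM in each of the 4 libraries, so 1 mislabelled library does not account for it, and its mean of 2724 CPM with DMSO argues against an effect of dBET1. NB4 cells mixed with erythroid cells would still bring granule transcripts, but the 5 granule genes summed to at most 1.83 CPM in a library. Of the primary granule list, 5 of 16 genes passed the count filter, with no detectable shift of the list (Benjamini-Hochberg adjusted p = 0.983 from limma's camera). HBZ and KLF1 had log2 fold changes of -2.02 and -2.19 after dBET1. A cell line other than NB4 is a candidate explanation. K562, an erythroleukemia line with BCR-ABL1, was considered because it is known to carry extra copies of parts of 22q11 and 9q34 and to lack part of 9p21. Over expressed coding genes, the 22q11 segment from CECR2 to BCR lay at percentile 99.9 of windows of 57 genes, and the 9q34 segment from ABL1 to NUP214 at percentile 98.2 of windows of 3 genes. This form of the test was chosen after a first one over all coding genes, which put the segments at percentiles 99.7 and 36.1 and found a planted rise in 48 of 100 simulated segments of the size of 22q11 and in 29 of those of 9q34; the form over expressed genes found 100 and 48. MTAP, CDKN2A and CDKN2B had 0 counts in every library. These values cannot be told apart from another line or from the usual levels of these genes, since no other cell line was analysed here and other lines lack 9p21 too. Nothing here bears on the cells used for the paper's other assays.

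The log2 fold change fell with abundance across genes (Spearman rho -0.427 over 17971 genes, which are not independent replicates). Once a smooth function of GC content and transcript length was removed, rho was -0.431, with 92.5% of the genes having both values. Among 11967 genes with a mean of at least 100 counts it was -0.281, so the count minimum is not the whole cause. DNA background would add reads to silent genes too. Of 572 genes of olfactory, taste and other tissue-restricted families, the 551 with at most 10 counts in each DMSO library gained 2.93% of the reads per kb of exon that the lowest-abundance genes gained, and 2.22% to 3.67% over the 4 pairs of a dBET1 and a DMSO library. This argues against DNA background as the whole cause. Of the 551 genes, 28 and 24 were detected in the DMSO libraries and 40 and 49 in the dBET1 libraries, so a small part of it stays open. Over all 572 genes the value was -20.9%, but transcribed members such as OR51B4 and OR51B5, chosen after their values were seen, led it, and it does not bear on silent genes. An earlier form, which limited the counts in the dBET1 libraries as well, was dropped because it removed genes that gained reads. An effect of dBET1 and a difference in library preparation that follows the groups stay open.

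GAPDH was lower after dBET1 under each scaling, the weakest being -0.50 with total counts only, and it remained past an adjusted p of 0.05 in each. The paper's text names no added RNA of known amount, so levels are relative to the other genes.

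BRD2 and BRD3, whose proteins dBET1 degrades, were higher in RNA, with log2 fold changes of 0.76 (adjusted p = 0.000152 from edgeR's quasi-likelihood test) and 0.56 (adjusted p = 0.00185). CRBN (-0.074, adjusted p = 0.680) had no adjusted p under 0.05 from the same test, and its sign changed without DMSO replicate 1 (0.10) and without dBET1 replicate 1 (0.020). HEXIM1, often used as a marker of BET inhibition, had a log2 fold change of 0.084 (adjusted p = 0.465 from the same test), and 0.30 with total counts only (adjusted p = 0.0207, with 0.0207 to 0.998 over the alternatives). Without DMSO replicate 1 it was -0.031. MT-RNR2, chosen after its value was seen, rose by 1.83 on the log2 scale while MT-RNR1 fell by 0.30. The lists of apoptosis, myeloid differentiation, ribosomal protein and BCL2 genes did not pass limma's camera after Benjamini-Hochberg adjustment. The median was -0.030 for apoptosis genes (adjusted p = 0.871 from camera; 0.18 with total counts only and 0.015 without DMSO replicate 2), 0.25 for myeloid differentiation genes (adjusted p = 0.336 from camera), -0.067 for ribosomal protein genes (adjusted p = 0.435 from camera; 0.14 with total counts only and 0.033 without DMSO replicate 2), and 0.13 and 0.088 for pro-apoptotic and anti-apoptotic BCL2 genes (adjusted p = 0.942 for both from camera). The rotation test fry of limma gave the myeloid differentiation list an adjusted p of 0.00409 (Benjamini-Hochberg over 14 lists). Of that list, 7 genes were higher and 2 were lower at an adjusted p under 0.05. The proteasome, aminoacyl-tRNA synthetase, TCA cycle and RNA polymerase lists passed it, with median log2 fold changes of -0.91, -0.73, -0.64 and -0.70 and adjusted p of 2.55e-21, 1.93e-12, 3.33e-07 and 3.31e-11 from camera (Benjamini-Hochberg over 14 lists). These 4 calls held under fry (adjusted p = 0.00266, 0.00239, 0.00239 and 0.00239). Camera with an estimated correlation gave p of 0.0410, 0.0428, 0.0278 and 0.0164 without adjustment over the lists. With Benjamini-Hochberg adjustment over the 14 lists, none of the 4 would stay under 0.05.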
